# Bcl11a Controls Flt3 Expression in Early Hematopoietic Progenitors and Is Required for pDC Development *In Vivo*

**DOI:** 10.1371/journal.pone.0064800

**Published:** 2013-05-31

**Authors:** Xiaodi Wu, Ansuman T. Satpathy, Wumesh KC, Pentao Liu, Theresa L. Murphy, Kenneth M. Murphy

## Abstract

Bcl11a is a transcription factor known to regulate lymphoid and erythroid development. Recent bioinformatic analysis of global gene expression patterns has suggested a role for Bcl11a in the development of dendritic cell (DC) lineages. We tested this hypothesis by analyzing the development of DC and other lineages in *Bcl11a* ^−/−^ mice. We found that Bcl11a was required for expression of IL-7 receptor (IL-7R) and Flt3 in early hematopoietic progenitor cells. In addition, we found severely decreased numbers of plasmacytoid dendritic cells (pDCs) in *Bcl11a* ^−/−^ fetal livers and in the bone marrow of *Bcl11a* ^−/−^ fetal liver chimeras. Moreover, *Bcl11a* ^−/−^ cells showed severely impaired *in vitro* development of Flt3L-derived pDCs and classical DCs (cDCs). In contrast, we found normal *in vitro* development of DCs from *Bcl11a* ^−/−^ fetal liver cells treated with GM-CSF. These results suggest that the persistent cDC development observed in *Bcl11a* ^−/−^ fetal liver chimeras reflects derivation from a Bcl11a- and Flt3-independent pathway *in vivo*.

## Introduction

Dendritic cells (DCs), comprising classical DCs (cDCs) and plasmacytoid DCs (pDCs), develop from a common DC progenitor (CDP) residing in the bone marrow (BM); unlike myeloid progenitors at earlier stages of development, CDPs have excluded monocyte and macrophage potential but give rise to all DC subsets at the clonal level [1]–[4]. Several transcription factors that act broadly in hematopoiesis are known to regulate the development of all DCs, including Ikaros [5], [6], PU.1 [7], [8], and Gfi1 [9]. Transcription factors that regulate specific subsets of DCs have also been reported. For example, E2-2 is required for development of pDCs [10], Batf3 for CD8^+^ cDCs [11], Irf8 for pDCs and CD8^+^ cDCs [12], [13], and the NF-κB family member RelB for CD4^+^ cDCs [5], [14], [15].

A bioinformatic analysis of global gene expression patterns has identified groups of transcription factors that may be involved in fate decisions along the DC lineage [16]. Among genes that increase in expression from the macrophage–DC progenitor (MDP) to the CDP, those that do not increase in expression from the MDP to the monocyte were labeled in that analysis as possible promoters of DC commitment. Transcription factors identified by these criteria include some previously associated only with pDC development, including E2-2 and Spi-B [17], [18], and some previously associated only with cDCs, including Zbtb46 [19], [20]. Other factors identified in this analysis include Irf8, Bcl11a, and Runx2. Recently, it has been demonstrated in the setting of competitive BM reconstitution that Irf8 promotes the development of all DC subsets [21], even though *Irf8* ^−/−^ mice in other settings do not show defects in CD4^+^ cDC development [12], [13]. We wondered, therefore, whether a similar early role in DC development could be identified for another factor such as Bcl11a.

*Bcl11a* was first described as a gene located at a common proviral integration site in BXH2 myeloid leukemias, and its human ortholog was found to be a recurrent target of translocations in B cell malignancies [22], [23]. This gene encodes a Krüppel-like zinc finger transcription factor expressed in neural and lymphoid tissues that is essential for the development of B cells and for thymocyte maturation [24]. In the erythroid lineage, BCL11A acts *in trans* to silence the fetal hemoglobin locus in cooperation with the transcription factor SOX6 [25], [26]. Indeed, differences in stage-specific expression between human BCL11A and mouse Bcl11a account at least in part for interspecies differences in fetal hemoglobin expression patterns [25].

Although *Bcl11a* has been recognized as a useful marker of pDCs [27], [28], its actual role in DC development remains unreported. Thus, we sought to examine DC development in the setting of Bcl11a deficiency *in vivo* and *in vitro*. We found that Bcl11a was required for normal expression of IL-7 receptor (IL-7R) as well as Flt3 in early hematopoietic progenitors. In addition, we observed a strict requirement for Bcl11a in pDC development and found evidence for a Bcl11a-independent pathway of cDC development *in vivo*.

## Results

### Bcl11a is Required for Development of CLPs and CDPs

During hematopoiesis, *Bcl11a* is expressed at similar levels in the hematopoietic stem cell (HSC), multipotent progenitor (MPP), common lymphoid progenitor (CLP), common myeloid progenitor (CMP), and megakaryocyte–erythroid progenitor (MEP) [16]. To study the function of Bcl11a in hematopoietic progenitors, we used mice targeted for deletion of the first exon of *Bcl11a* [24]. Since *Bcl11a* ^−/−^ mice die *in utero* or perinatally, we compared hematopoietic progenitor populations present in wild type (WT) and *Bcl11a* ^−/−^ fetal livers at embryonic day 14.5. First, we analyzed development of Lin^−^Sca-1^+^c-Kit^+^ (LSK), CLP, granulocyte-macrophage progenitor (GMP), MEP, and CDP populations (**Fig. 1**). WT and *Bcl11a* ^−/−^ fetal livers showed comparable frequencies of GMPs and MEPs. However, *Bcl11a* ^−/−^ fetal livers showed a greater than twofold decrease in the frequency of LSK cells and more marked decreases in frequencies of IL-7R^+^ CLPs and Flt3^+^ CDPs relative to WT fetal livers (**Fig. 1A, B**); within the LSK fraction, *Bcl11a* ^−/−^ fetal livers showed defects in both CD150 (Slamf1)^+^ and CD150^–^ populations (**Fig. 1C**). One study has demonstrated that a Sca-1^lo^c-Kit^+^Flt3^+^CD150^–^ population with granulocyte and macrophage potential (SL-GMP) can be identified which excludes mast cell potential [29]; GMPs in the *Bcl11a* ^−/−^ fetal liver, however, lacked Flt3 expression (data not shown) and no SL-GMP population could be identified (**Fig. 1D**). Next, we analyzed hematopoietic development in chimeras produced by transferring WT or *Bcl11a* ^−/−^ fetal liver cells into lethally irradiated congenic recipient mice (**Fig. 2**). Four to six weeks after transfer, donor-derived *Bcl11a* ^−/−^ BM showed decreased frequencies of LSK cells, CLPs, and CDPs but comparable frequencies of GMPs and MEPs relative to donor-derived WT BM (**Fig. 2A, B**); within the LSK fraction, donor-derived *Bcl11a* ^−/−^ BM showed a greater proportion of CD150^+^ cells than did donor-derived WT BM, corresponding to a decrease in the overall frequency of the more differentiated CD150^–^ population (**Fig. 2C**). As in *Bcl11a* ^−/−^ fetal livers, no SL-GMP population could be identified in donor-derived *Bcl11a* ^−/−^ BM (**Fig. 2D**). In summary, the loss of Bcl11a in hematopoietic progenitors resulted in impaired development of LSK cells as well as a selective loss of CLPs and CDPs; these effects were observed both in the fetal stage and in the adult chimera, demonstrating that this factor is required in fetal and adult hematopoiesis.

**Figure 1:**
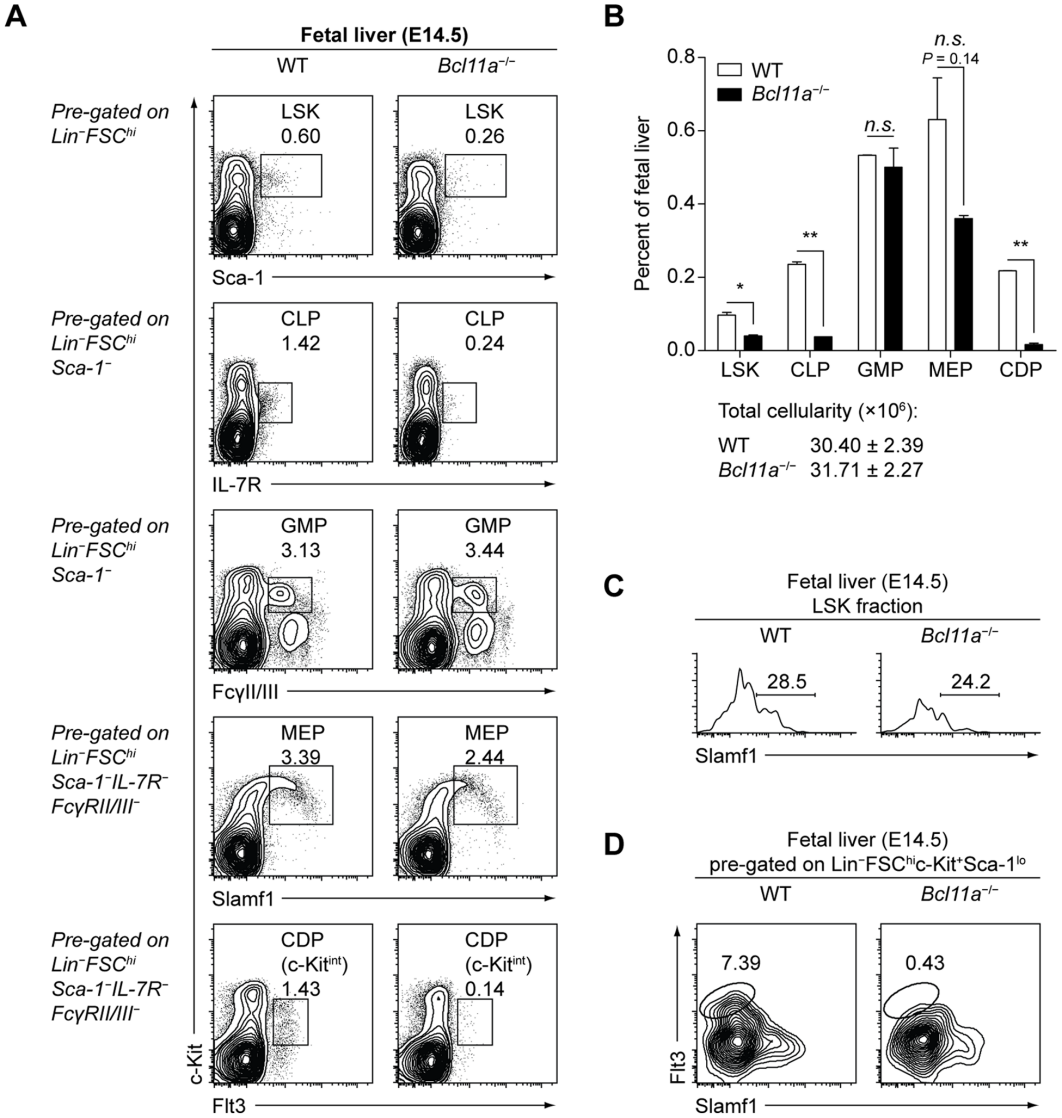
Bcl11a is required for development of lymphoid and DC progenitors in the fetus. (A) Flow cytometry analysis of progenitor populations in WT and *Bcl11a* ^−/−^ fetal livers dissected at embryonic day 14.5 (E14.5). Populations are gated as indicated; numbers represent the percentage of cells within the histogram that lie in the indicated gate. Data are representative of two mice per group. (B) Progenitor populations in WT and *Bcl11a* ^−/−^ fetal livers at E14.5, analyzed by flow cytometry as in (A) and presented as a percentage of total fetal liver cells. Bars represent the mean (± SEM) of two mice per group. (C) CD150 (Slamf1) expression within the LSK fraction in WT and *Bcl11a* ^−/−^ fetal livers at E14.5. (D) SL-GMPs in WT and *Bcl11a* ^−/−^ fetal livers at E14.5.

**Figure 2:**
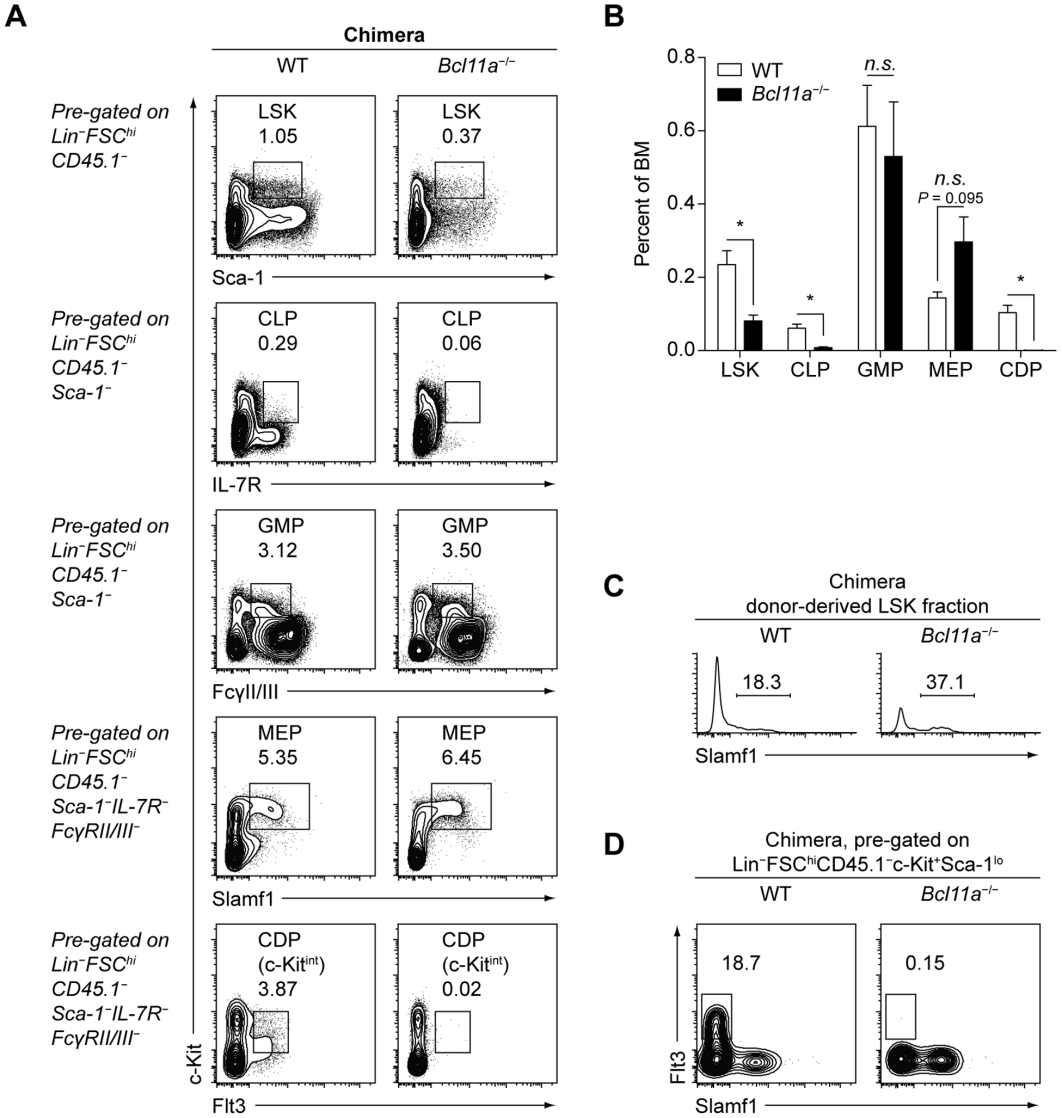
Bcl11a is required for development of lymphoid and DC progenitors in the adult. (A) Flow cytometry analysis of progenitor populations in lethally irradiated congenic mice reconstituted with WT or *Bcl11a* ^−/−^ fetal liver cells, analyzed four weeks after transplant. Data are representative of three mice per group. (B) Progenitor populations in WT and *Bcl11a* ^−/−^ fetal liver chimeras at four weeks after transplant, analyzed by flow cytometry as in (A) and presented as a percentage of total BM cells. Bars represent the mean (± SEM) of three mice per group. (C) CD150 (Slamf1) expression within the donor-derived LSK fraction in WT and *Bcl11a* ^−/−^ fetal liver chimeras at four weeks after transplant. (D) SL-GMPs in WT and *Bcl11a* ^−/−^ fetal liver chimeras at four weeks after transplant.

Conceivably, the absence of IL-7R^+^ CLPs and Flt3^+^ CDPs in *Bcl11a* ^−/−^ fetal livers and BM could result from a requirement for Bcl11a in the development of the CLP and CDP or from a more restricted requirement for Bcl11a in the expression of IL-7R and Flt3, the surface markers that identify these populations. In either case, however, the loss of Bcl11a should result in DC defects because Flt3 ligand (Flt3L) signaling is essential for DC development in the steady state [30]–[32].

### Bcl11a Regulates Expression of *Il7r* and *Flt3*

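Gene expression was measured in MPPs, which can still give rise to all blood lineages, and in GMPs, which give rise to granulocytes and macrophages, both of donor origin and taken from the BM of irradiated recipient mice. There were 4 one-color oligonucleotide arrays, 1 each for WT GMPs, *Bcl11a* -/- GMPs, WT MPPs and *Bcl11a* -/- MPPs. The targeted gene was lower in both *Bcl11a* -/- populations. *Bcl11a* signal on the log_2_ scale was 9.89 in WT MPPs and 8.64 in *Bcl11a* -/- MPPs, 2.39-fold lower, and 8.60 in WT GMPs and 7.77 in *Bcl11a* -/- GMPs, 1.78-fold lower. The allele lacks the first exon, and probes in other exons may still find transcript, so this difference is a weak check of the labels. Sorted cells were pooled by donor genotype before RNA was isolated. With 1 array per condition no difference has a replicate check, and no p-value is given for any of them. The sample labels give 4 weeks after transfer, and the paper's methods give 4 or 6 weeks for the chimeras.

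RNA was amplified and labeled with biotin, and the authors deposited 1 log_2_ value per probe set after RMA with quantile normalization. Over the probe sets counted here, median signal was 5.50 in WT GMPs, 5.54 in *Bcl11a* -/- GMPs, 5.63 in WT MPPs and 5.70 in *Bcl11a* -/- MPPs. From these values the log_2_ difference, *Bcl11a* -/- minus WT, was taken for each of 28853 probe sets, after 1324 control probe sets were set aside by their place in the array's numbering. A gene's value was the mean of the probe sets annotated with its symbol alone, which gave 19938 genes. A change was counted when it was greater than 2-fold in either direction, the study's own threshold. Groups of genes were read through 22 lists of lineage markers and pathways. For each list the median difference was set against 10000 random lists of the same size and signal level, and the resulting percentile describes these arrays only. Low signals were kept, and many of the counts depend on that choice. The number of arrays limits the precision of every value.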

To identify Bcl11a target genes that explain its role in hematopoietic progenitors, we compared global gene expression by microarray for donor-derived WT and *Bcl11a* ^−/−^ populations isolated from chimeric BM (**Fig. 3**). Since we observed that IL-7R- and Flt3-expressing populations were affected by the loss of Bcl11a, we avoided the use of these surface markers in order to allow for comparison of equivalent populations across genotypes. Thus, we isolated multipotent progenitors (MPPs) as identified by the lack of CD150 expression within the LSK fraction [33]–[35]. We also isolated GMPs from the same BM, since the size of this population was unaffected by loss of Bcl11a.

**Figure 3:**
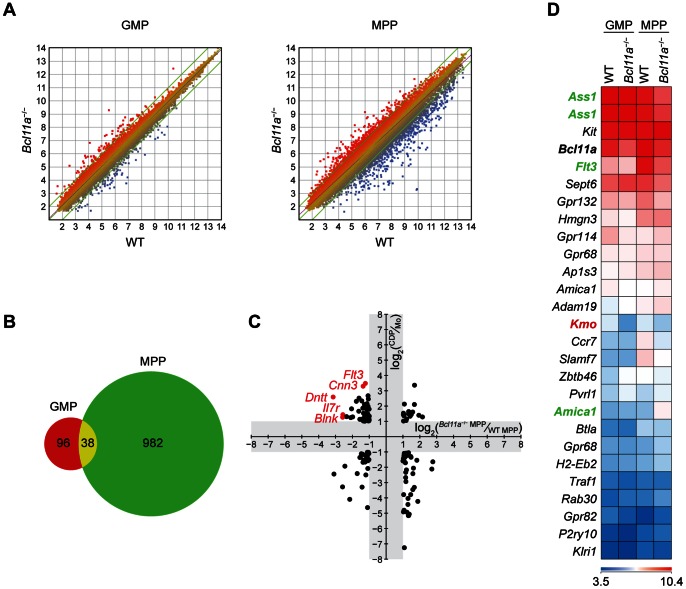
Bcl11a regulates the expression of *Flt3* and *Il7r*. (A) Microarray analysis of sorted GMPs (left) and MPPs (right) from WT and *Bcl11a* ^−/−^ fetal liver chimeras. (B) Shown is a Venn diagram of probe sets (excluding normalization controls) with a greater than twofold change in expression between WT and *Bcl11a* ^−/−^ MPPs. (C) Shown are log_2_-transformed ratios of gene expression in *Bcl11a* ^−/−^ MPPs relative to WT MPPs (*x*-axis) plotted against log_2_-transformed ratios of gene expression in WT CDPs relative to WT monocytes (ImmGen; *y*-axis). For clarity, probe sets with less than twofold changes in expression (log_2_-transformed ratios between −1 and 1) along either dimension are omitted (gray). (D) Shown is a heat map of log_2_-transformed gene expression in WT and *Bcl11a* ^−/−^ GMPs and MPPs for probe sets that constitute an ImmGen core cDC signature. Highlighted are genes that show a greater than twofold change in expression between WT and *Bcl11a* ^−/−^ GMPs (red) or between WT and *Bcl11a* ^−/−^ MPPs (green).

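*Prtn3*, which encodes the granule enzyme proteinase 3, and *Ms4a3*, a membrane protein gene that marks GMPs, differed little between WT and *Bcl11a* -/- GMPs and more between WT and *Bcl11a* -/- MPPs. In GMPs the log_2_ difference between *Bcl11a* -/- and WT cells was −0.15 for *Prtn3* and −0.11 for *Ms4a3*. In MPPs *Prtn3* was 6.28-fold lower and *Ms4a3* 6.40-fold lower in *Bcl11a* -/- cells. Of 15 genes on the GMP list, 6 were lower by more than 2-fold in *Bcl11a* -/- MPPs, none was higher and 9 were within 2-fold, and the list median of −0.44 lay at percentile 3.34 of the random lists (−0.28 with the arrays quantile normalized anew). The random lists were not matched on genomic span, and whether short span adds to this fall was not tested. Across all 28853 probe sets, the Pearson correlation of the WT and *Bcl11a* -/- arrays was 0.993 in GMPs and 0.979 in MPPs. The 2 WT arrays, of different populations, had a correlation of 0.980. The SD of the log_2_ difference was 0.28 in GMPs and 0.45 in MPPs. In GMPs 95% of probe sets differed by less than 0.55, and in MPPs 95% differed by less than 0.90. The array's control probe sets also differed more between the MPP arrays, with 20.1% of them over 2-fold in MPPs and 2.79% in GMPs. These controls may hold exons of expressed genes, so their difference is not a separate measure of array quality. These correlations are across probe sets, which are not independent replicates.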

We found that WT and *Bcl11a* ^−/−^ GMPs were more similar to each other in gene expression than WT and *Bcl11a* ^−/−^ MPPs were to each other (**Fig. 3A**). 

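Among the largest differences in *Bcl11a* -/- GMPs were those of red cell genes, which were higher, and of B cell genes, which were lower. Of 16 measured erythroid genes, 7 were higher by more than 2-fold in *Bcl11a* -/- GMPs, none was lower and 9 were within 2-fold. They included *Car1* (carbonic anhydrase 1), 4.24-fold higher, *Rhag* (an Rh-associated membrane glycoprotein of red cells), 4.42-fold higher, and *Klf1* (an erythroid transcription factor), 3.23-fold higher. The median of the erythroid list was 0.96, above the medians of all 10000 random lists. *Hba-x*, an embryonic alpha-like globin gene, was 13.8-fold higher, the largest difference of any named gene in GMPs.

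Of 15 measured B lineage genes, 4 were lower by more than 2-fold in *Bcl11a* -/- GMPs, none was higher and 11 were within 2-fold. *Cd79a*, which encodes a signaling chain of the B cell receptor, was 4.57-fold lower. *Vpreb3* and *Vpreb1*, genes of the pre-B cell receptor complex and its assembly, were 4.03-fold and 3.30-fold lower. The list median was −0.64, below those of all the random lists. Among other genes, *Clca3a1* was 6.79-fold higher and the water channel gene *Aqp1* 3.79-fold higher, while the interferon-inducible gene *Ifi209* was 4.93-fold lower and the eosinophil peroxidase gene *Epx* 3.96-fold lower. In all, 193 probe sets (0.669%) differed by more than 2-fold between WT and *Bcl11a* -/- GMPs, 92 higher and 101 lower in *Bcl11a* -/- cells. Only 104 of these had a log_2_ signal of at least 6 on either GMP array, and once signals under 5 were set to 5 *Cd79a* was no longer over 2-fold, *Clca3a1* differed by 1.83 log_2_ units and the B lineage median was −0.42, with 2 of its genes over 2-fold. Counted per gene, 128 genes differed by more than 2-fold.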

One hundred and thirty-four probe sets showed a greater than twofold change in expression between WT and *Bcl11a* ^−/−^ GMPs. In contrast, 1020 probe sets showed a greater than twofold change in expression between WT and *Bcl11a* ^−/−^ MPPs; of these, only 38 also show a greater than twofold change between WT and *Bcl11a* ^−/−^ GMPs (**Fig. 3B**). These data suggest that GMP population size is unaffected by loss of Bcl11a because this transcription factor regulates relatively few genes in GMPs.

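Among the largest differences in *Bcl11a* -/- MPPs were those of genes of early B cell development, which were lower. *Vpreb1* and *Igll1*, which encode the surrogate light chain of the pre-B cell receptor, were 19.1-fold and 13.0-fold lower, and *Ebf1*, a transcription factor that specifies B cells, was 14.2-fold lower (−2.72 log_2_ units once signals under 5 were set to 5). Of 15 measured B lineage genes, 9 were lower by more than 2-fold, none was higher and 6 were within 2-fold, and the list median of −1.50 was below those of all 10000 random lists. The genes with the largest falls in *Bcl11a* -/- MPPs also included *Ndufs5* of respiratory complex I (14.4-fold), *Gstp1* (glutathione S-transferase, 9.54-fold) and *Psmb3* of the proteasome (7.75-fold), and in GMPs their log_2_ differences were −0.44, 0.22 and 0.21. Of 43 Nduf genes, a family chosen after its values were seen, 8 were lower by more than 2-fold in MPPs, and the others were within 2-fold. Across 3053 protein-coding genes with a mean log_2_ signal of at least 8, genomic span had a Spearman correlation of 0.28 with the MPP difference and −0.0022 with the GMP difference.

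Among the genes with higher signal in *Bcl11a* -/- MPPs were *Hba-x*, 9.02-fold higher, *Chad* (chondroadherin), 5.54-fold higher, and *Asb17*, 5.99-fold higher from a log_2_ signal of 3.86 in WT cells (1.44 log_2_ units once signals under 5 were set to 5). *Cd63*, a tetraspanin of granule membranes, was 3.87-fold higher. Of 17 measured stem cell genes, 16 had a higher value in *Bcl11a* -/- MPPs, but only *Mycn* (3.44-fold) was over 2-fold. With the arrays quantile normalized anew, or with the brightest probe set of a gene, 2 were over 2-fold. The list median of 0.29 lay at percentile 99.4 (97.2 over genes with a log_2_ signal of at least 6). The erythroid list had a median of 0.51, above all random lists, with none of its 16 genes over 2-fold (2 with the arrays quantile normalized anew). Late neutrophil genes were at a median of 0.22 (percentile 99.9; 0.52 with the arrays quantile normalized anew), with *Mmp8* and *Chil3* over 2-fold higher in *Bcl11a* -/- MPPs. 

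**Figure D1:**
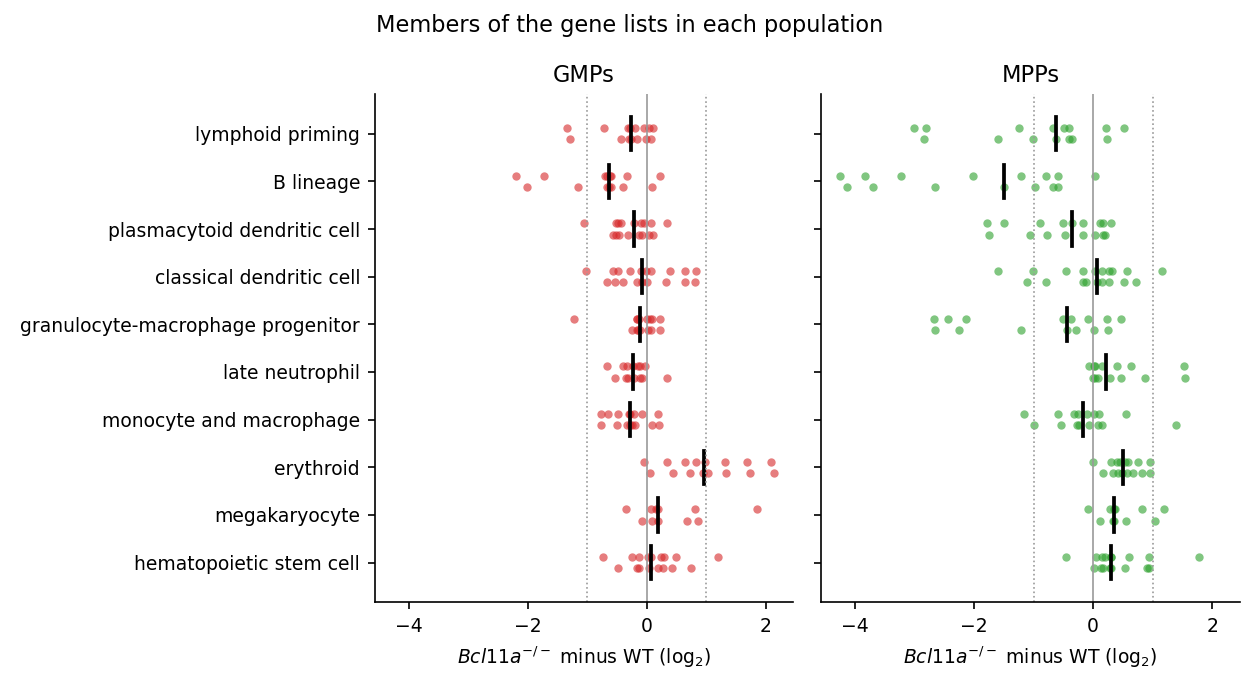
Log_2_ difference between *Bcl11a* -/- and WT cells for each measured gene of 10 gene lists in GMPs (left) and MPPs (right), 1 array per condition. Each point is a gene, the black bar is the list median, and dotted lines mark a 2-fold difference; the B lineage median is −0.64 in GMPs and −1.50 in MPPs, and the erythroid median is 0.96 and 0.51.

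In all, 1125 probe sets (3.90%) differed by more than 2-fold between WT and *Bcl11a* -/- MPPs, 402 higher and 723 lower in *Bcl11a* -/- cells. Of these, 53 were also over 2-fold in GMPs, where lists of these sizes chosen independently would share 7.53. The MPP and GMP comparisons share no array, but the paper took both populations from the same BM, so a difference between the WT and *Bcl11a* -/- pools of any cause could recur in both. Among the shared probe sets 35 were lower in both *Bcl11a* -/- populations, including that of *Vpreb1*, 16 were higher in both, including that of *Hba-x*, and 2 went in opposite directions. Those lower in both also included *Cd79a* and, named after their values were seen, *Ms4a1* and several immunoglobulin probe sets. Among the latter *Igha* was 3.11-fold lower in GMPs and 2.27-fold lower in MPPs. A probe set of *Igkv9-120* and other symbols was 8.45-fold lower in GMPs, the largest fall of any probe set there. In MPPs it was 4.15-fold lower. The annotated immunoglobulin probe sets over 2-fold in both all fell further in GMPs than in MPPs. *Ighm*, with log_2_ signals under 5 on all 4 arrays, was within 2-fold in both. With signals under 5 set to 5 there were 30 shared probe sets, 17 lower and 12 higher in both. Those of *Ebf1*, *Dntt*, *Il7r*, *Cd79a* (−0.59) and *Ms4a1*, lower in both before, were then no longer over 2-fold in GMPs. That of *Igha* was no longer over 2-fold in MPPs. Of the MPP probe sets, 869 had a log_2_ signal of at least 6 on either MPP array, 220 higher and 649 lower. Counted per gene, 583 genes differed by more than 2-fold in MPPs.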

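Genes that carry the identity, division and survival of GMPs were mostly within 2-fold between WT and *Bcl11a* -/- GMPs. On the GMP list 14 of 15 genes were within 2-fold, with a median of −0.11 (percentile 7.59 of the random lists). The exception was *Ly86*, which encodes the MD-1 partner of the receptor RP105 and was 2.33-fold lower. *Cebpa*, a transcription factor needed to form GMPs, had a log_2_ difference of 0.23. None of the 19 mitosis genes, 19 DNA replication genes and 13 BCL2 family genes measured was over 2-fold in GMPs. Their medians were −0.17 (percentile 0.295), −0.08 (percentile 16.6) and 0.05 (percentile 73.7). The 16 monocyte and macrophage genes were also within 2-fold, but 13 of them had lower values in *Bcl11a* -/- GMPs, and their median of −0.28 was below those of all random lists. *Ctss* (cathepsin S) and *Csf1r*, the receptor for M-CSF, were 1.71-fold and 1.70-fold lower. The 15 immediate early genes, which cell handling can induce, all had lower values in *Bcl11a* -/- GMPs, with a median of −0.43. Among them *Hspa1a*, a heat shock gene, was 3.71-fold lower and the others were within 2-fold.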

Since the loss of Bcl11a impaired development of CDPs but not GMPs, we examined Bcl11a target genes which showed expression patterns that distinguish DCs from monocytes and macrophages. Thus, we compared the ratio of gene expression in CDPs relative to monocytes against the ratio of gene expression in *Bcl11a* ^−/−^ MPPs relative to WT MPPs (**Fig. 3C**). 

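*Flt3*, the receptor for the cytokine that drives DC development, *Cnn3*, *Dntt*, *Il7r* and *Blnk* each had 1 named probe set on the array and were lower in *Bcl11a* -/- than in WT MPPs. *Dntt* signal on the log_2_ scale was 9.44 in WT and 6.43 in *Bcl11a* -/- MPPs, 8.05-fold lower. *Il7r* was 7.19 and 4.39, 6.97-fold lower, and *Blnk* was 7.51 and 4.84, 6.32-fold lower. *Cnn3* was 3.54-fold lower, from 7.68 in WT cells. *Flt3* was 9.31 in WT and 7.71 in *Bcl11a* -/- MPPs, 3.04-fold lower. In GMPs the differences were smaller, 2.55-fold lower for *Il7r*, 2.44-fold for *Dntt*, 1.55-fold for *Blnk*, 1.22-fold for *Flt3* and 1.20-fold for *Cnn3*. WT GMPs had less signal than WT MPPs for all 5 genes, by 3.98 log_2_ units for *Dntt* and 2.57 for *Flt3*.

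**Figure D2:**
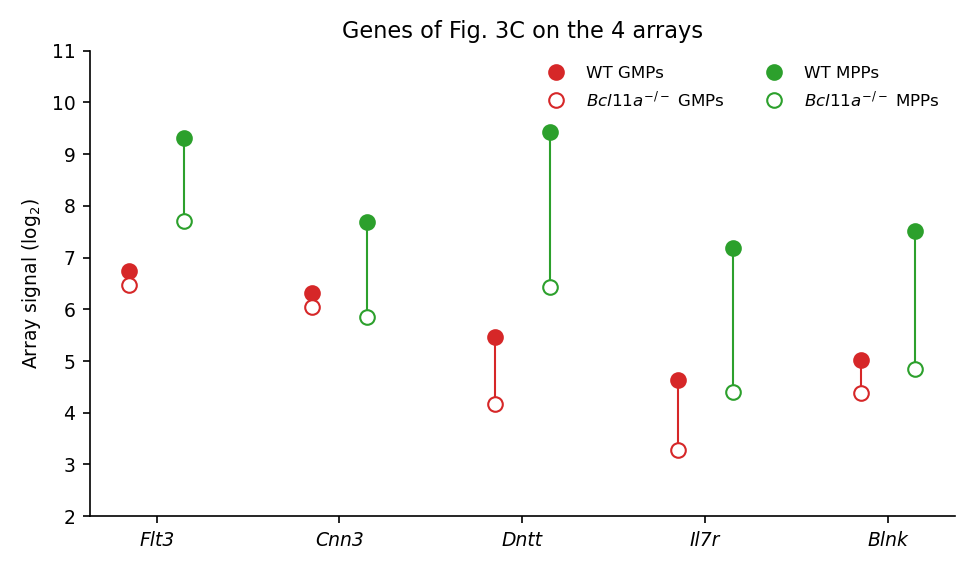
Array signal (log_2_) of *Flt3*, *Cnn3*, *Dntt*, *Il7r* and *Blnk* in GMPs (red) and MPPs (green), 1 array per point, with WT cells as filled and *Bcl11a* -/- cells as open circles. In WT MPPs *Dntt* is at 9.44 and *Flt3* at 9.31, and each of the 5 genes is lower in *Bcl11a* -/- MPPs.

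Of the 500 probe sets nearest in signal to each gene, none differed as far downward in MPPs as *Cnn3*, *Dntt*, *Il7r* and *Blnk* did, and *Flt3* lay at percentile 0.2. The paper named these 5 genes for the size of their change on the same arrays, which makes low percentiles likely. On the list of lymphoid priming genes of MPPs, 6 of 15 measured genes were lower by more than 2-fold in *Bcl11a* -/- MPPs, none was higher and 9 were within 2-fold. They included *Rag1*, which encodes a subunit of the V(D)J recombinase, 7.19-fold lower (−1.27 log_2_ units once signals under 5 were set to 5). *Ltb* (lymphotoxin beta) and *Cd52* had higher values in *Bcl11a* -/- MPPs, by 0.52 and 0.23 log_2_ units. The list median of −0.63 was below those of all 10000 random lists, although 4 of its genes are ones the study itself names, so it is not independent evidence of their direction. *Il7r* in *Bcl11a* -/- MPPs and in both GMP arrays had a log_2_ signal under 5. When such signals were set to 5 its MPP difference was −2.19, and the GMP differences were 0 for *Il7r*, −0.02 for *Blnk* and −0.46 for *Dntt*, none of them over 2-fold. The CDP and monocyte values of Fig. 3C are not used here.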

Of genes most highly expressed in CDPs relative to monocytes, those most affected by loss of Bcl11a included *Flt3*, *Cnn3* (encoding calponin 3), *Dntt* (encoding the template-independent DNA polymerase TdT), *Il7r*, and *Blnk* (encoding B-cell linker protein, which links components of B-cell receptor signaling). We also compared changes in gene expression between WT and *Bcl11a* ^−/−^ MPPs for members of the core cDC transcriptional signature identified in a published bioinformatic analysis [16] (**Fig. 3D**). Within this core signature, we found only three genes–*Ass1*, *Amica1*, and *Flt3*–that showed a greater than twofold decrease in expression in *Bcl11a* ^−/−^ MPPs relative to WT MPPs. 

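Of 22 genes labeled in Fig. 3D and analysed here, 5 had a probe set lower by more than 2-fold in *Bcl11a* -/- MPPs, and none had one that was higher by more than 2-fold. The 5 were *Flt3*, *Bcl11a*, *Ass1*, *Kmo* and *Ccr7*. *Ass1* (argininosuccinate synthase) was represented by 2 probe sets annotated together with the predicted gene Gm5424, which were 2.14-fold and 2.56-fold lower in *Bcl11a* -/- MPPs. In GMPs the same probe sets differed by 0.03 and 0.06 log_2_ units. *Kmo* (kynurenine 3-monooxygenase) was 2.16-fold lower in *Bcl11a* -/- MPPs and 2.03-fold lower in *Bcl11a* -/- GMPs, and *Ccr7*, a chemokine receptor gene, was 2.02-fold lower in MPPs. *Amica1*, now named *Jaml*, encodes an adhesion molecule, and its 1 named probe set had a log_2_ signal of 5.69 in WT and 6.35 in *Bcl11a* -/- MPPs, 1.58-fold higher. In GMPs its difference was −0.16. The other 16 genes were within 2-fold in MPPs, among them *Zbtb46*, a transcription factor of cDCs, at −0.12 and *Slamf7* at −0.08.

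A separate list of 19 cDC genes, which shares *Flt3*, *Kmo*, *Ccr7*, *Zbtb46* and *Btla* with the figure, had 3 genes lower and 1 higher by more than 2-fold in *Bcl11a* -/- MPPs, and 15 within 2-fold. The gene that was higher was *Id2*, a transcriptional regulator used in cDC development, at 2.23-fold. The 3 that were lower were *Flt3*, *Kmo* and *Ccr7*. The list median was 0.07, at percentile 57.1 of the random lists; it was −0.03 after lowess centring and 0.21 (percentile 96.0) over the 8 genes with a log_2_ signal of at least 6. The MPP differences of the *Ass1* probe sets lay at percentiles 6.60 and 5.0 among the 500 probe sets nearest in signal. *Kmo* had low signal, and it was not over 2-fold in either population when log_2_ values under 5 were set to 5.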

Taken together, the decreased expression of *Flt3* and *Il7r* in *Bcl11a* ^−/−^ MPPs suggests that Bcl11a may be specifically required for the expression of these genes.

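*Il7r* and *Flt3* had the largest differences of the listed cytokine receptor genes in *Bcl11a* -/- MPPs. Of 17 measured receptor genes they were the 2 that were lower by more than 2-fold, 14 were within 2-fold, and *Il18r1*, with log_2_ signals of 3.58 in WT and 4.79 in *Bcl11a* -/- MPPs, was 2.31-fold higher. *Kit*, the receptor used to sort MPPs, was at 9.49 in WT and 9.62 in *Bcl11a* -/- MPPs. *Csf2rb2*, a beta chain of the IL-3 receptor, had a difference of 0.86, and *Epor*, the erythropoietin receptor gene, one of 0.48. *Il6st*, named after its value was seen, was lower, at −0.95 in MPPs and −0.72 in GMPs. In MPPs 9 of the 17 genes had higher values and 8 had lower values. The median of the list was 0.08 (percentile 86.2 of the random lists). In GMPs *Il7r*, with log_2_ signals of 4.62 and 3.28, was the only one of these genes over 2-fold, and the list median was 0.01 (percentile 65.5). Over genes with a log_2_ signal of at least 6 both medians turned negative, to −0.10 in MPPs and −0.01 in GMPs, and with signals under 5 set to 5 none of the genes was over 2-fold in GMPs and *Il18r1* was not in MPPs. In the same *Bcl11a* -/- MPPs 9 of 15 B lineage genes were lower by more than 2-fold and 6 were within 2-fold. With 1 array per condition, whether *Flt3* and *Il7r* differ more in MPPs than in GMPs was not tested. From the decreased expression of both genes in *Bcl11a* -/- MPPs, the paper proposes that Bcl11a may be specifically required for their expression.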

### Bcl11a is Required for pDC but not cDC Development *in vivo*

Next, we examined the development of mature hematopoietic subsets in WT and *Bcl11a* ^−/−^ fetal liver chimeras (**Fig. 4**). In accordance with previous reports [24], we observed atrophic thymi in *Bcl11a* ^−/−^ chimeras (data not shown). In the BM, the size of the donor-derived compartment was comparable in WT and *Bcl11a* ^−/−^ chimeras; in the spleen and skin-draining lymph nodes, *Bcl11a* ^−/−^ cells were somewhat impaired in their competition against the residual host population (**Fig. 4A**). Within the donor-derived compartment of the spleen, a profound defect in pDC development was apparent in *Bcl11a* ^−/−^ chimeras relative to WT chimeras (**Fig. 4B**). In contrast, donor-derived cDCs were present in *Bcl11a* ^−/−^ chimeras with no significant decrease relative to WT chimeras (**Fig. 4C**).

**Figure 4:**
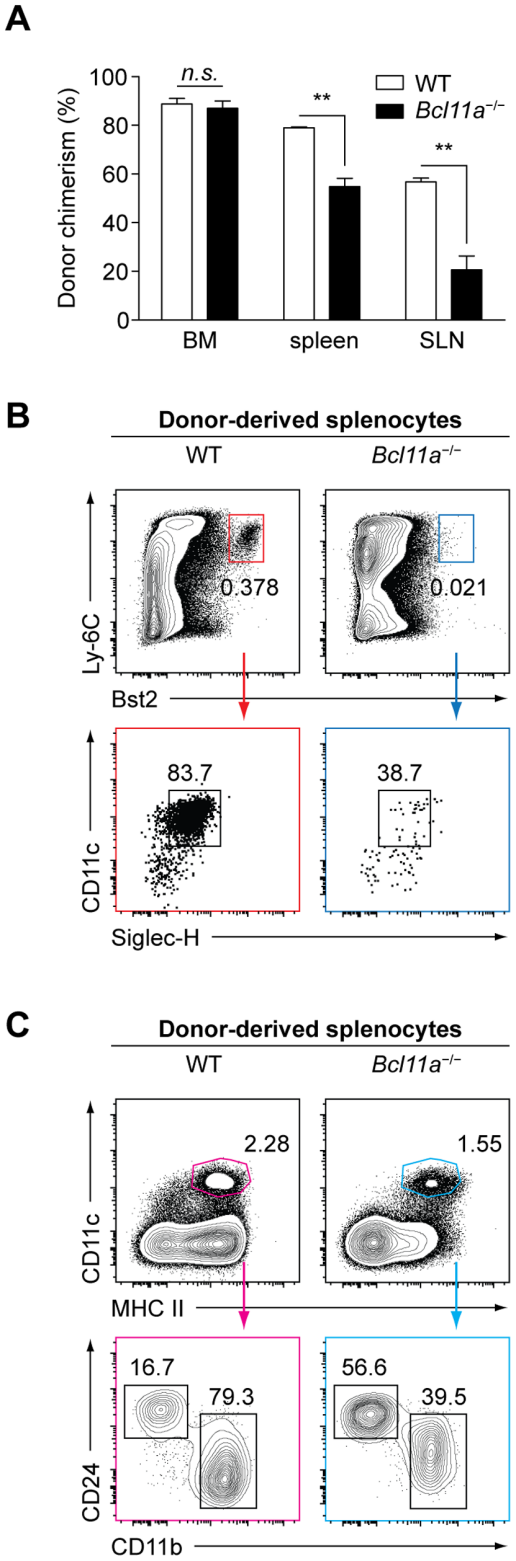
Bcl11a is required *in vivo* for development of pDCs but not cDCs. (A) Donor-derived (CD45.2^+^) chimerism in the BM, spleen, and skin-draining lymph node (SLN) of WT and *Bcl11a* ^−/−^ fetal liver chimeras. Bars represent the mean (± SEM) of three mice per group. (B) Flow cytometry analysis of donor-derived pDCs in the spleen. Data are representative of three mice per group. (C) Flow cytometry analysis of donor-derived cDCs in the spleen. Data are representative of three mice per group.

Among lymphoid subsets, donor-derived B cells, CD4 T cells, CD8 T cells, and γδ T cells were decreased in frequency by at least tenfold in the spleens of *Bcl11a* ^−/−^ chimeras as compared to WT chimeras, consistent with previous reports [24], while NK cells were decreased by slightly more than threefold (**Fig. 5A**). Among myeloid subsets other than pDCs, donor-derived CD8^−^ cDCs showed a modest threefold decrease in the spleens of *Bcl11a* ^−/−^ chimeras as compared to WT chimeras; other myeloid populations examined, including CD8^+^ cDCs, were not decreased in frequency (**Fig. 5B**). Thus, Bcl11a was strictly required for the development of pDCs but not cDCs *in vivo*.

**Figure 5:**
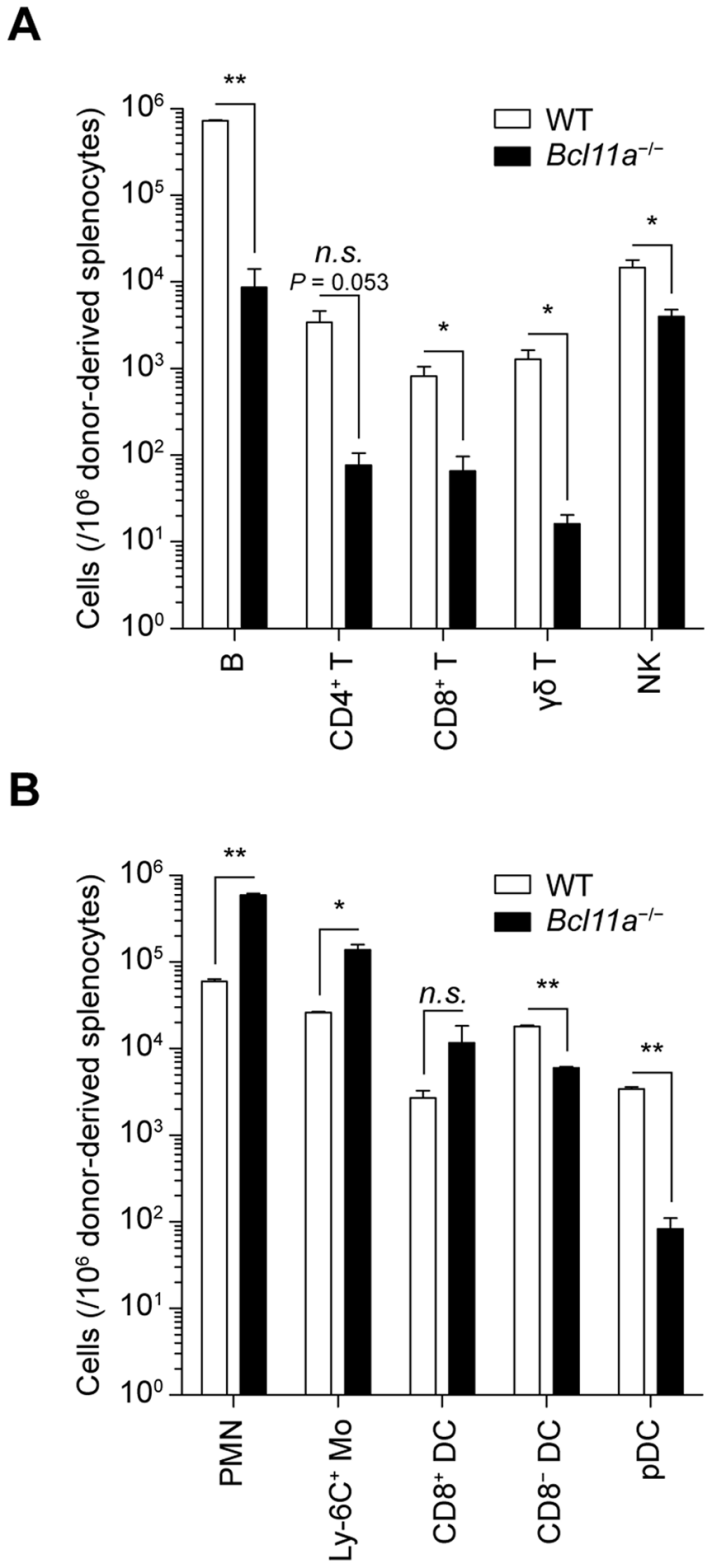
Bcl11a deficiency *in vivo* impairs development of lymphoid and myeloid populations. (A) Donor-derived lymphoid populations in the spleen of WT and *Bcl11a* ^−/−^ fetal liver chimeras, analyzed by flow cytometry. Bars represent the mean (± SEM) of three mice per group. (B) Donor-derived myeloid populations in the spleen of WT and *Bcl11a* ^−/−^ fetal liver chimeras, analyzed by flow cytometry as in Fig. 4. Bars represent the mean (± SEM) of three mice per group.

### Flt3-dependent, but not GM-CSF–dependent, DC Development Requires Bcl11a *in vitro*

We compared the development of WT and *Bcl11a* ^−/−^ cells *in vitro* in response to treatment with Flt3L or granulocyte macrophage colony-stimulating factor (GM-CSF) (**Fig. 6**). The observation that *Flt3* ^−/−^ mice retain DC development [36] suggests an alternative receptor for Flt3L or a Flt3L-independent pathway for DC development. Thus, we supplied excess Flt3L or GM-CSF to distinguish between these possibilities in the context of Bcl11a deficiency. As expected, pDCs developed from WT fetal liver cells (**Fig. 6A**) and from the donor-derived BM cells of WT chimeras (**Fig. 6B**) in response to Flt3L treatment. In contrast, pDCs developed in markedly decreased numbers from *Bcl11a* ^−/−^ fetal liver cells and completely failed to develop from the donor-derived BM cells of *Bcl11a* ^−/−^ chimeras under these conditions (**Fig. 6A, B**), demonstrating that Bcl11a is required for pDC development in response to Flt3L both *in vivo* and *in vitro*. We also examined cDC development from WT and *Bcl11a* ^−/−^ fetal liver cells *in vitro* in response to treatment with Flt3L or GM-CSF. Flt3L-derived cDCs were markedly reduced in cultures of *Bcl11a* ^−/−^ fetal liver cells relative to cultures of WT fetal liver cells (**Fig. 6C, E**). However, GM-CSF–derived DCs developed in normal numbers from cultures of *Bcl11a* ^−/−^ fetal liver cells relative to cultures of WT fetal liver cells (**Fig. 6D, F**). These results suggest that Flt3L cannot signal through an alternative receptor to rescue cDC development in *Bcl11a* ^−/−^ cells, but that an alternative pathway of DC development may be mediated by GM-CSF.

**Figure 6:**
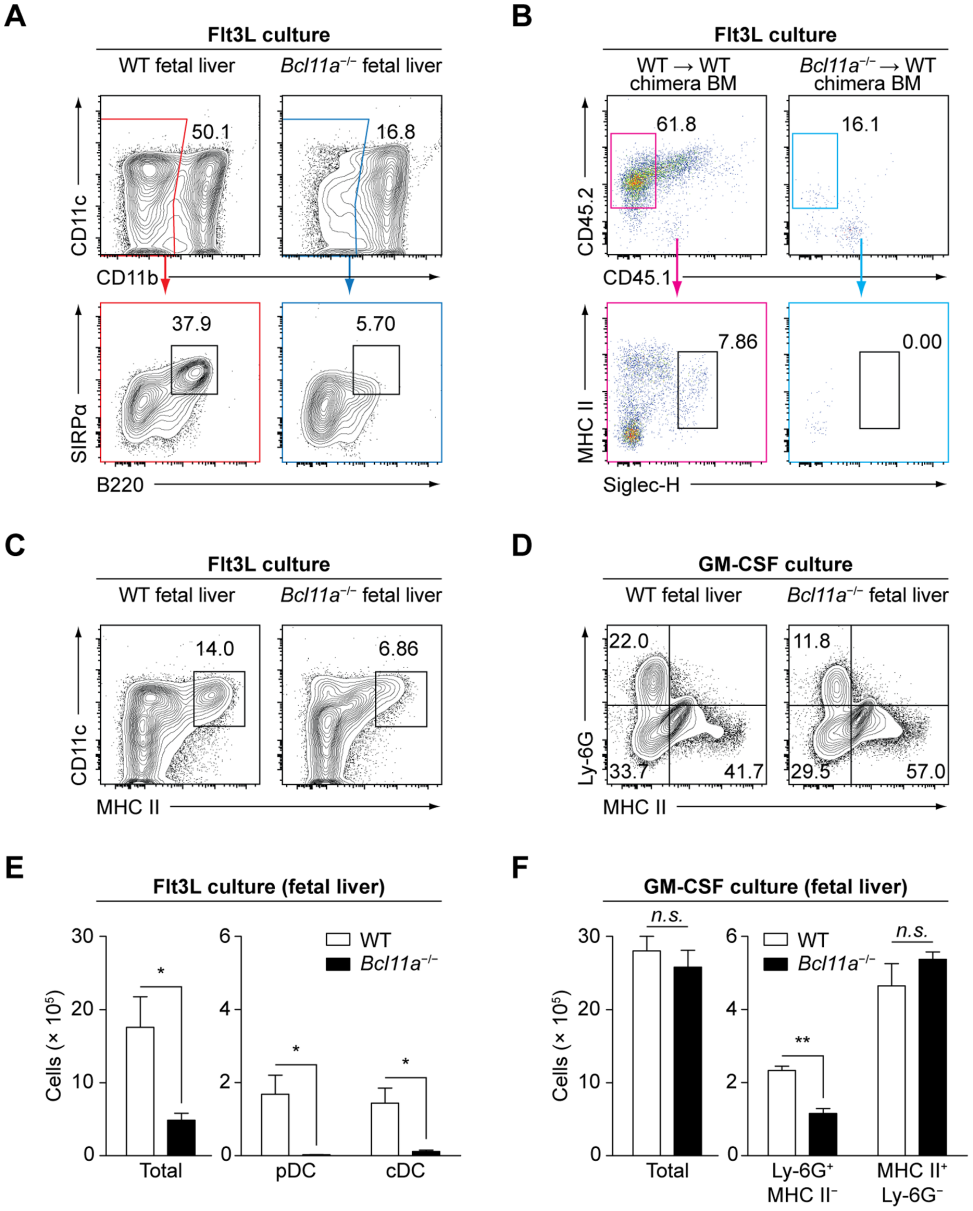
Bcl11a is required *in vitro* for development of Flt3L-derived pDCs and cDCs but not GM-CSF–derived cDCs. (A) Flow cytometry analysis of pDCs in Flt3L cultures of fetal liver cells. Data are representative of three to four replicates over two experiments. (B) Flow cytometry analysis of pDCs in Flt3L cultures of BM cells derived from fetal liver chimeras. Data are representative of three replicates. (C, D) Flow cytometry analysis of Flt3L-derived cDCs (C) or GM-CSF-derived DCs (D) in cultures of fetal liver cells. Data are representative of three to four replicates over two experiments. (E, F) Counts of total cells and indicated subsets in Flt3L cultures (E) or GM-CSF cultures (F) of fetal liver cells, analyzed by flow cytometry as in (C) or (D), respectively. Bars represent the mean (± SEM) of three to four replicates per group pooled from two experiments.

### Loss of Flt3L Results in Lineage-specific Defects in pDC Development

Next, we examined the development of splenic pDCs in the context of IL-7R or Flt3L deficiency. A previous study has demonstrated that splenic pDCs in *Il7r* ^−/−^ mice or *Il7* ^−/−^ mice are decreased in absolute number when compared to WT controls [37]. We found that splenic pDCs in *Il7r* ^−/−^ mice were not decreased in proportion to total splenocytes when compared to WT controls matched for strain, age, and sex (**Fig. 7A**). This result suggests that the hematopoietic defects in these mice may have relatively few lineage-specific consequences for pDC development.

**Figure 7:**
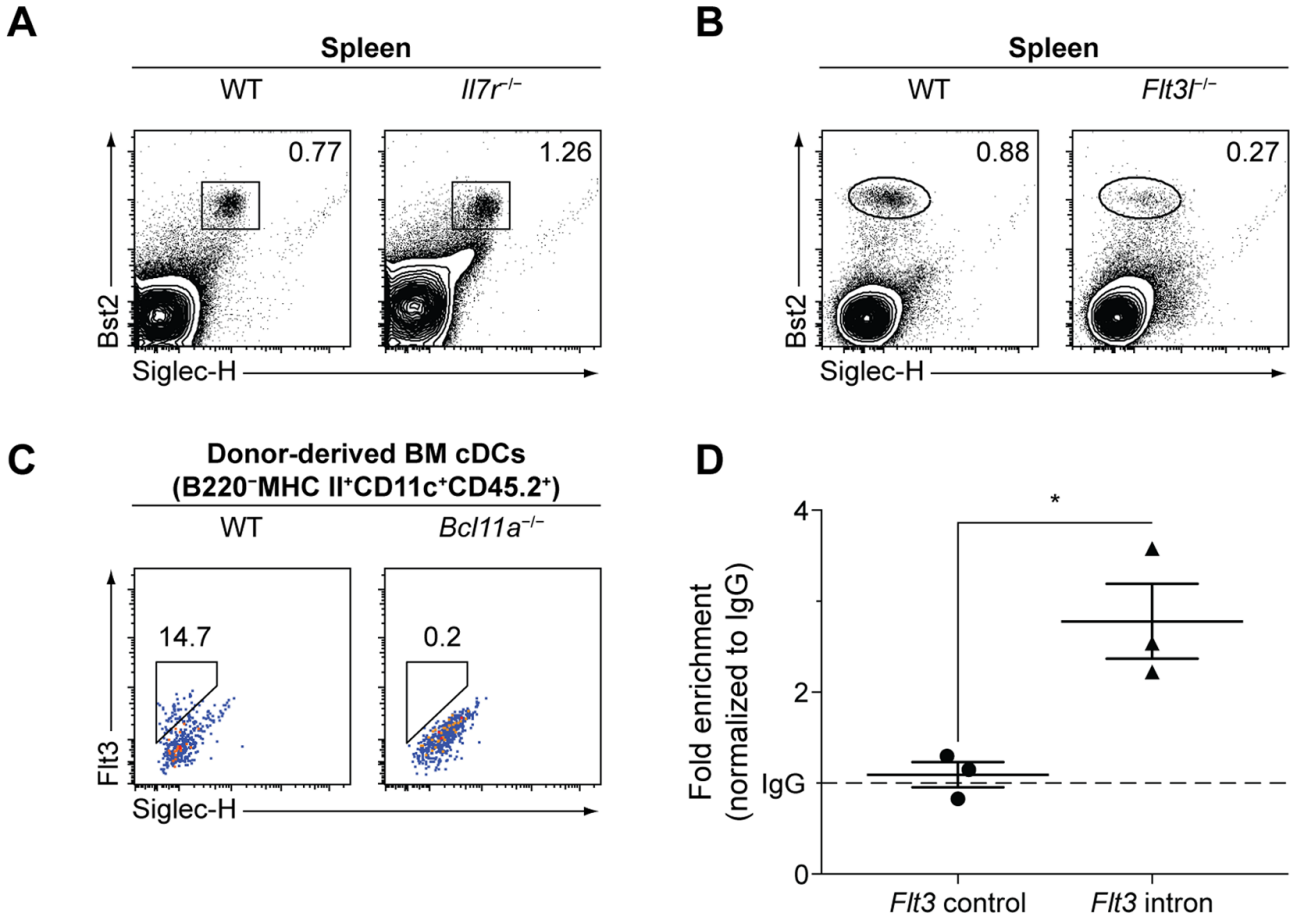
Cytokine signaling in DC development and regulation by Bcl11a. (A) Flow cytometry analysis of pDCs in WT and *Il7r* ^−/−^ spleens. Data are representative of four mice per group over two experiments. (B) Flow cytometry analysis of pDCs in WT and *Flt3l* ^−/−^ spleens. Data are representative of three mice per group over two experiments. (C) Flow cytometry analysis of donor-derived cDCs in the spleen of WT and *Bcl11a* ^−/−^ fetal liver chimeras, analyzed by flow cytometry as in Fig. 4. Data are representative of three mice per group. (D) Bcl11a binding in the *Flt3* genomic locus assayed by ChIP-qPCR. Data are represented as fold enrichment as compared to isotype control.

Previously, it has been found that *Flt3* ^−/−^ mice and *Flt3l* ^−/−^ mice show defects in the development of pDCs [36], [38]. Accordingly, and in contrast to our observations in *Il7r* ^−/−^ mice, we found that *Flt3l* ^−/−^ mice showed a greater than fourfold reduction in splenic pDC frequency as compared to WT littermate controls (**Fig. 7B**), in addition to reductions in absolute spleen size (data not shown).

### Bcl11a is Required for Flt3 Expression in cDCs and Binds the *Flt3* Genomic Locus

Because we observed cDC development in *Bcl11a* ^−/−^ chimeras, we assessed whether these cells might express Flt3 in a Bcl11a-independent manner; however, unlike WT cDCs in the BM, *Bcl11a* ^−/−^ cDCs in the same compartment showed no discernible Flt3 expression by flow cytometry (**Fig. 7C**), again suggesting that a Flt3-independent pathway is instead responsible for their development. Finally, to assay Bcl11a binding at the *Flt3* locus, we performed chromatin immunoprecipitation (ChIP) using mouse pro-B cells. By quantitative real-time polymerase chain reaction (qPCR), we detected an approximately threefold enrichment at a region in the first intron of the *Flt3* locus in DNA precipitated using anti-Bcl11a antibody as compared to isotype control (**Fig. 7D**).

In summary, our results document a strict requirement for Bcl11a in pDC development both *in vivo* and *in vitro*; further, the requirement for Bcl11a in cDC development may differ based on the cytokine stimulus to which progenitors are exposed. The actions of Bcl11a include regulation of Flt3 expression by direct binding to the *Flt3* locus, and Bcl11a is required for Flt3 expression in DCs and their progenitors.

## Discussion

This study extends the known actions of *Bcl1la* in immune lineage development and provides a mechanism for its effects. Although *Bcl11a* has been recognized as a factor required for normal lymphoid development [24], the basis for this requirement has been unclear. It has been shown that Bcl11a acts upstream of the B cell factors Ebf1 and Pax5 and that *Il7r* mRNA is not expressed in *Bcl11a* ^−/−^ fetal livers [24]. Lack of IL-7Rα or the cytokine receptor common γ chain (γ_c_, encoded by *Il2rg*) severely impairs T and B cell development [39]–[43]. In T cell development, IL-7R signaling is thought to promote thymocyte survival, since Bcl-2 rescues impaired T cell development in *Il7r* ^−/−^ or *Il2rg* ^−/−^ mice [44]–[48]. In B cell development, Bcl-2 does not rescue development in the absence of IL-7R or γ_c_ [44]–[47], [49], and IL-7R signaling is thought to induce expression of the transcription factor Ebf in the CLP [50]–[52].

Here, we demonstrate that Bcl11a is required for normal expression of IL-7R as early as the CLP and we add the novel observation that Bcl11a promotes the development of Flt3-dependent lineages. Together, these actions provide a more complete account for previously observed defects in lymphocyte development in *Bcl11a* ^−/−^ mice, since T cell potential is preserved in IL-7–deficient CLPs in a Flt3L-dependent manner [53], [54]. The mechanisms by which Bcl11a deficiency impairs T and B cell development, however, still remain incompletely explored. Consistent with a previous report [24], we confirmed the presence of residual T and B cells in the spleen of chimeras reconstituted with *Bcl11a* ^−/−^ fetal liver cells. By contrast, tamoxifen-induced deletion of *Bcl11a* in chimeras that have been reconstituted with *Rosa26-CreERT2*;*Bcl11a^flox^* ^/*flox*^ BM cells results in a more profound loss of T and B cells [55]. Thus, synchronous deletion of *Bcl11a* within a previously intact hematopoietic compartment produces a different outcome than does sustained deficiency throughout hematopoiesis. These results may point to a crucial lymphopoietic role for cells in which Bcl11a is dispensable for survival but necessary for development or maturation, or vice versa; these cells could include HSCs, mature T and B cells, or even residual CLPs undetectable due to a lack of IL-7R and Flt3 expression.

In line with a previous finding that E2-2 regulates *Bcl11a* expression [18], we also document a strict requirement for Bcl11a in the development of pDCs. The development of pDCs *in vivo* was lost in *Bcl11a* ^−/−^ fetal liver chimeras. In agreement, Flt3L cultures of BM derived from these *Bcl11a* ^−/−^ chimeras showed a complete loss of pDC development *in vitro*. Because mature pDCs are short-lived, non-proliferative, and continuously replenished from progenitor populations [56], [57], the nearly complete loss of this population is most attributable to a developmental defect and not merely to cell survival defects in mature pDCs. This interpretation would be consistent with a finding that rescue of Bcl11a-deficient progenitors from increased apoptosis by p53 deficiency is unable to restore lymphoid potential [55].

Notably, however, *in vitro* development of cDCs was eliminated in Flt3L cultures of *Bcl11a* ^−/−^ fetal liver cells but was maintained in GM-CSF cultures of *Bcl11a* ^−/−^ fetal liver cells. Flt3L and GM-CSF have distinct, non-redundant actions in supporting cDC development [58], [59]. The combined loss of Flt3L and GM-CSF causes a more severe cDC deficiency than loss of Flt3L alone; indeed, Flt3L-deficient mice retain an appreciable population of Flt3-expressing progenitors [38]. The maintenance of cDCs in *Bcl11a* ^−/−^ fetal liver chimeras suggests that these cells may rely on a Bcl11a- and Flt3-independent pathway for their development, survival, or expansion. Conditional knockout models would clarify which of these alternatives underlie the observed phenotype in *Bcl11a* ^−/−^ mice. Since DCs developed normally *in vitro* from *Bcl11a* ^−/−^ progenitors treated with GM-CSF, it is possible that *Bcl11a* ^−/−^ cDCs *in vivo* indeed represent development from GM-CSF–dependent progenitors, related perhaps to monocyte-derived dendritic cell lineages [60].

## Materials and Methods

### Ethics Statement

This study was carried out in strict accordance with recommendations in the U.S. National Research Council *Guide for the Care and Use of Laboratory Animals*. The protocol was approved by the Washington University Animal Studies Committee (#20090320).

### Mice

C57BL/6, B6.SJL, *Il7* ^−/−^, and *Il7r* ^−/−^ mice were purchased from The Jackson Laboratory. *Flt3l* ^−/−^ and *Rag2* ^−/−^ mice were purchased from Taconic Farms. *Flt3l* ^−/−^ mice were subsequently crossed to *Zbtb46^gfp^* ^/*gfp*^ mice generated previously [19]; F2 offspring were studied in the present experiments, with *Zbtb46* ^+/*gfp*^;*Flt3l* ^+/+^ or *Zbtb46^gfp^* ^/*gfp*^;*Flt3l* ^+/+^ mice used as WT littermate controls. *Bcl11a* ^−/−^ mice were obtained from Dr. Pentao Liu [24]. Mice were bred and maintained in our specific pathogen free animal facility at Washington University in St. Louis. Mice were sacrificed by CO_2_ overdose followed by cervical dislocation.

### Single-cell Suspensions of Fetal Liver

At embryonic day 14.5, fetal livers were mechanically dissociated with a syringe plunger and sterile 70-µm cell strainer (Fisher) into IMDM +10% (v/v) FCS (I10F). For subsequent cell culture or flow cytometry, red blood cells were lysed in ACK lysing buffer before counting by Vi-CELL (Beckman Coulter).

### Antibodies

The following antibodies were purchased from BD Biosciences: FITC anti-CD3e (145-2C11), APC anti-CD4 (RM4-5), V450 anti-CD4 (RM4-5), PerCP-Cy5.5 anti-CD8a (53-6.7), PerCP-Cy5.5 anti-CD11b (M1/70), APC anti-CD11c (HL3), APC anti-CD19 (1D3), PE-Cy7 anti-CD24 (M1/69), APC anti-CD25 (PC61), FITC anti-CD45 (30-F11), APC anti-CD45.2 (104), APC-Cy7 anti-CD45.2 (104), PE anti-CD135 (A2F10.1), APC anti-CD172a (P84), FITC anti-B220 (RA3-6B2), V500 anti-B220 (RA3-6B2), PE anti-Gr-1 (RB6-8C5), V450 anti-Gr-1 (RB6-8C5), PerCP-Cy5.5 anti-IgM (R6-60.2), PE-Cy7 anti-Ly-6A/E (Sca-1) (D7), FITC anti-Ly-6C (AL-21), V450 anti-Ly-6C (AL-21), PE anti-Ly-6G (1A8), PE anti-MHC II (I-A/I-E) (M5/114.15.2), PE anti-TCRγδ (GL3). The following antibodies were purchased from eBioscience: APC-eFluor 780 anti-CD11c (N418), eFluor 450 anti-CD11c (N418), PerCP-Cy5.5 anti-CD16/32 (93), APC-eFluor 780 anti-CD44 (IM7), biotin anti-CD45.1 (A20), PerCP-Cy5.5 anti-CD45.1 (A20), Alexa Fluor 700 anti-CD45.2 (104), PE-Cy7 anti-CD49b (DX5), PE anti-CD103 (2E7), APC-eFluor 780 anti-CD117 (ACK2), PE-Cy7 anti-CD117 (2B8), FITC anti-CD127 (A7R34), APC anti-CD150 (mShad150), eFluor 450 anti-B220 (RA3-6B2), PE-Cy7 anti-B220 (RA3-6B2), APC anti-BST2 (eBio927), eFluor 450 anti-BST2 (eBio927), FITC anti-F4/80 (BM8), PE anti-IgD (41239), eFluor 450 anti-MHC II (I-A/I-E) (M5/114.15.2), eFluor 450 anti-NKp46 (29A1.4), FITC anti-Siglec-H (eBio440C). The following antibodies were purchased from Caltag: FITC anti-CD8a (5H10), PE anti-B220 (RA3-6B2). Qdot 605 streptavidin was purchased from Invitrogen and V500 streptavidin was purchased from BD Biosciences.

### Flow Cytometry and Sorting

Staining was performed at 4°C in the presence of Fc block (clone 2.4G2, BD Biosciences or BioXCell) in FACS buffer (DPBS +0.5% BSA +2 mM EDTA). Cells were analyzed using a FACSCanto II (BD Biosciences) or sorted using a FACSAria (BD Biosciences); data were visualized using FlowJo software (TreeStar).

### Cell Cultures

Cells were diluted to 2×10^6^ cells/ml in I10F +20 ng/ml Flt3L or GM-CSF, cultured in 12-well plates for 10 d (Flt3L) or 7 d (GM-CSF), then analyzed by flow cytometry.

### Chimeras

B6.SJL mice were lethally irradiated (1200 rad) and injected intraorbitally with 4×10^6^ fetal liver cells isolated from WT or *Bcl11a* ^−/−^ fetuses. After 4 or 6 weeks, BM was isolated by grinding and Histopaque-1119 (Sigma-Aldrich) centrifugation and either sorted by flow cytometry or cultured. From these mice, thymi were minced and digested in 250 µg/ml collagenase B (Roche) and 30 U/ml DNase I (Sigma-Aldrich) and analyzed by flow cytometry.

### Microarray Analysis

MPP and GMP populations were sorted from fetal liver chimeras and pooled by donor genotype. RNA was isolated using an RNAqueous-Micro Kit (Ambion) and submitted for amplification, labeling and hybridization. Expression values were analyzed after RMA quantile normalization using ArrayStar software (DNASTAR). Data were deposited in the Gene Expression Omnibus (GEO) repository under accession no. GSE46270.

### ChIP-qPCR

Pro-B cell cultures were established using *Rag2* ^−/−^ BM isolated by flushing and resuspended in I10F +5 ng/ml IL-7. Chromatin was prepared from 1×10^7^ cultured pro-B cells sonicated using a Bioruptor (Diagenode), immunoprecipitation was performed with a rabbit polyclonal anti-Bcl11a antibody (NB600-261, Novus Biologicals) or control rabbit IgG, and qPCR analysis was carried out using SYBR Green-based detection and the following previously published primers [61]: *Flt3* control forward, 5′-TTTGCACTCGTAGCAAATGG-3′; *Flt3* control reverse, 5′-GTTCAGCTGCCAAAGAGAGG-3′; *Flt3* promoter forward, 5′-GTTCAGCTGCCAAAGAGAGG-3′; *Flt3* promoter reverse, 5′-CGTCACTGACCACAGATTCC-3′; *Flt3* intron forward, 5′-AAAAGAGGAACTATTGGTATTTCG-3′; *Flt3* intron reverse, 5′-TGACAGTAGTGAAAACACACACACA-3′.

### Statistics

Statistical differences were identified using Prism 6 (GraphPad) by multiple unpaired Student’s *t* tests, controlling the false discovery rate (Q) by the method of Benjamini and Hochberg. *, Q = 0.05; **, Q = 0.01.

How the deposited data were processed for this re-analysis (not part of the article)

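Gene expression was measured on 4 one-color oligonucleotide arrays of donor-derived cells sorted from the BM of fetal liver chimeras, 1 array each for WT GMPs, *Bcl11a* -/- GMPs, WT MPPs and *Bcl11a* -/- MPPs. MPPs were sorted as CD150-negative LSK cells, and cells were pooled by donor genotype before RNA was isolated. The sample labels place the sort at 4 weeks after transfer, and the paper's methods give 4 or 6 weeks for chimeras. The number of mice in a pool is not given in the paper's text. The conditions were taken from the sample labels and the paper's methods, which give the same populations and genotypes.

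Before deposit, the authors amplified the RNA, labeled it with biotin, and summarised the probes of each probe set by RMA with quantile normalization in ArrayStar; the software version is not given in the sources used here. The deposited values are log2 signals, 1 per probe set and array, between 1.54 and 13.98 over the probe sets counted. Scanner files were not used here, so background correction and probe summary stand as the authors made them. Quantile normalization can hide a change in the total amount of mRNA per cell. The deposited values did not have equal distributions over the probe sets counted. Their SD was 2.30 in WT GMPs and 2.10 in *Bcl11a* -/- MPPs. Each measured column was mapped to its sample, and no column was left unmapped.

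The table holds 30177 rows. Gene names came from the annotation of the array platform, in which 21789 probe sets have 1 gene symbol, 1621 have several and 5443 are unnamed here. Symbols were checked through Entrez identifiers against a RefSeq gene table of assembly GRCm38.p6, and no symbol needed an update; 3 of the study's older names (*Amica1*, *Pvrl1* and *Sept6*) were matched through synonyms. No coordinates are given, since the build behind the array's annotation is not given in the sources used here. The annotation marks no controls. Because Fig. 3B leaves normalization controls out, 1324 rows with the lowest numbers in the array's ID series, none of them annotated, were taken as controls, and 28853 probe sets were counted.

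For each population the log2 difference, *Bcl11a* -/- minus WT, was computed per probe set, and folds are 2 raised to that difference. With 1 array per condition there are no residual degrees of freedom within a comparison, so no test was run and no p-value, SD or interval is attached to a difference. Differences greater than 2-fold were counted in each direction, and the overlap of the 2 populations was set beside the product of the list sizes divided by the number of probe sets, which takes the 2 comparisons as independent although GMPs and MPPs came from the same BM. Each gene the study names was ranked among the 500 probe sets nearest in mean signal over the 4 arrays. The arrays give no count of molecules. Their number, 1 per condition, limits the precision, and it was not compared with other limits.

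The gene lists, the rule for named genes and the alternatives were set before the data were examined. There were 22 lists: lymphoid priming, B lineage, T and NK lineage, plasmacytoid and classical DC, GMP, late neutrophil, monocyte and macrophage, erythroid, globin, megakaryocyte, stem cell, mast cell with basophil and eosinophil, mitosis, DNA replication, p53 target, BCL2 family, cytokine receptor, interferon-stimulated, immediate early, sex, and stroma with endothelium. A list's median difference over its measured genes was ranked among 10000 random lists of the same size, drawn within 20 bins of signal. The random lists were not matched on genomic span, which went with the MPP difference among abundant genes. Random lists ignore that genes of 1 cell type vary together, so extreme percentiles arise more often than their value says. The genes named in the text are those the study names for the arrays or labels in Fig. 3C and 3D, the 12 largest differences in each direction and population among genes with 1 symbol and a log2 signal of at least 6 on either array (predicted genes, Riken clones, olfactory and vomeronasal receptors, small RNAs and antigen receptor segments excepted), up to 2 genes in each direction from each list and population, and genes over 2-fold in opposite directions in both populations. Genes named outside this rule are marked as chosen after their values were seen.

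The alternatives were a filter on log2 signal (at least 6 on either array), a floor at 5, centring by a lowess curve on signal with a span of 0.3, centring on the median, quantile normalization of the 2 arrays of a comparison anew, counting all rows, only annotated probe sets or genes, thresholds of 1.5-fold and 3-fold, and the brightest probe set of a gene in place of the mean. The GMP and MPP arrays give no batch or scan information used here. The Immunological Genome Project values behind Fig. 3C were not used here.

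The counting, lowess and list steps were tested on simulated arrays for the MPP comparison, made from the real WT signals with random differences of SD 0.23 (log2), the robust SD of the GMP pair, and 200 changed probe sets among 28853. At a true log2 change of 1.5, 48 of 50 were over 2-fold, at 2 and at 3 all 50 were, at 0.5 2 of 50 were, and 2 of 28653 unchanged probe sets were. With an SD of 0.33, the robust SD of the MPP pair, the counts were 47 of 50 at 1.5, all 50 at 2 and at 3, 4 of 50 at 0.5, and 57 unchanged probe sets. The real MPP differences spread wider, with an SD of 0.45 and percentile 99 of their size at 1.63. Their SD ran from 0.31 at the lowest signals to 0.56 at the highest. The 57 is therefore not an estimate of false counts on the real arrays. Of 40 random lists with the narrower spread, 6 fell below percentile 5 or above percentile 95. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.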

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

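All comparisons here rest on 1 array per condition; the tests of longer and short-span genes across the array, of the control probe sets, of B lineage cells or RNA and of erythroid cells were chosen after the result was seen, while the lowess test and the test of the 5 genes against genes of like span were set before theirs.

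Gene lists outside the study's discussion of the arrays were singled out when their median lay below percentile 1 or above percentile 99 of the random lists, which 17 of 44 list medians did; 2 of these were the lymphoid priming list in both populations, which holds genes the study discusses and is not listed again. Random lists of unrelated genes would give about 0.88, but genes of 1 cell type vary together. In GMPs these were the B lineage (−0.64), plasmacytoid DC (−0.21), late neutrophil (−0.23), monocyte and macrophage (−0.28), mitosis (−0.17), immediate early (−0.43), erythroid (0.96) and globin (1.14) lists, as median log_2_ differences. In MPPs they were the B lineage (−1.50), plasmacytoid DC (−0.36), late neutrophil (0.22), erythroid (0.51), megakaryocyte (0.35), stem cell (0.29) and p53 target (0.30) lists. *Cldn13* was higher in *Bcl11a* -/- GMPs (1.75) and lower in *Bcl11a* -/- MPPs (−1.05), a difference between populations that was not tested; with the MPP arrays quantile normalized anew its MPP difference was −0.99, within 2-fold. A probe set unnamed here went the other way, −1.10 in GMPs and 1.34 in MPPs, also untested.

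More probe sets were over 2-fold in MPPs than in GMPs, and in MPPs but not GMPs abundant genes of short genomic span tended to be lower in *Bcl11a* -/- cells. Compression of the *Bcl11a* -/- MPP array with signal is argued against as the whole cause of the count, since after lowess centring the MPP count was still 5.45 times the GMP count (95% bootstrap interval over probe sets, 4.76 to 6.42), and loss of short genes is not the whole of it, since among genes of above-median span (a gene's extent in the genome, not its transcript length) the ratio was 3.31 (2.55 to 4.51). The quantity, quality or amplification of RNA on an MPP array stays open. The share of control probe sets over 2-fold in MPPs was 7.19 times that in GMPs. This ratio cannot decide, because the controls may hold exons of expressed genes, which would move with the cells too. The Spearman correlation of span with the MPP difference was 0.28 across 3053 protein-coding genes with a mean log_2_ signal of at least 8, against −0.0022 in GMPs, and relative to the GMP arrays the WT MPP array (0.28) leaned the same way as the *Bcl11a* -/- MPP array (0.37). Genes are not independent replicates, and with 1 array each a change in the cells and a fault of an array cannot be told apart here.

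*Flt3*, *Il7r*, *Cnn3*, *Dntt* and *Blnk* were lower in *Bcl11a* -/- MPPs together with 9 of 15 B lineage genes over 2-fold. Among the 500 genes nearest in span and signal the percentiles of the 5 were at most 0.2, so they fell further than nearly all genes of like span. Whether loss of short genes adds to their fall cannot be decided from this. The paper named the 5 for the size of their change on these same arrays, which makes low percentiles likely. Whether 1 B lineage source of fixed composition in both WT sorts explains the B lineage genes stays open. Over 6 genes, the ratio of the linear signal lost in MPPs to that lost in GMPs differed 19.4-fold. It ran from 1.61 for *Cd79b* (named after its value was seen) to 31.3 for *Igll1*. These genes had a log_2_ signal of at least 6 in both WT arrays. They were at least 1.5-fold lower in both *Bcl11a* -/- populations, limits set after the values were seen. The ratio cannot decide, because the genes were kept by their own change. In GMPs *Cd79b* (1.52-fold lower) and *Igll1* (1.59-fold) barely passed. Immunoglobulin probe sets, also named after their values were seen, were not included. That of *Igha* was 3.11-fold lower in GMPs and 2.27-fold in MPPs. A probe set of *Igkv9-120* and other symbols was 8.45-fold lower in GMPs and 4.15-fold in MPPs. B-lineage-committed cells within the WT MPP sort stay open as a candidate source of the difference, although the LSK gate may remove them. The B lineage median was −1.50, and *Vpreb1* (10.57) and *Igll1* (10.14) were abundant in WT MPPs. Of the 15 list genes, 1 (*Blnk*) is one the study names for the arrays, and its Discussion also names *Ebf1* and *Pax5*. An effect of Bcl11a on the 5 genes and the B lineage genes within the same cells stays equally open. These arrays cannot tell such an effect apart from committed cells or from another change in the mix of cells sorted as MPPs. The paper avoided IL-7R and Flt3 as sort markers, so these markers did not hold that mix fixed.

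Of 16 erythroid genes 7 were higher by more than 2-fold in *Bcl11a* -/- GMPs and 9 were within 2-fold, and *Hba-x* was higher in both *Bcl11a* -/- populations. In MPPs *Hba-x* exceeded the erythroid median by 2.66 log_2_ units while the erythroid genes had an SD of 0.27, but only 2 of them were no brighter than *Hba-x* in WT MPPs and brighter genes would hide a small share of erythroid cells, so such cells and a change within MPPs cannot be told apart. For the erythroid genes in GMPs, with a median of 0.96 and *Car1* at 12.46, erythroid or megakaryocyte-erythroid progenitors in the *Bcl11a* -/- sort may be the source, although the GMP gate, which the paper keeps apart from that of MEPs, may remove them, and this cannot be told apart from a change within GMPs because no array of such progenitors was analysed; 13 of the 16 genes were at a log_2_ signal of at least 6 in WT GMPs already. Whether the *Hba-x* probe set also detects the adult alpha globins was not tested, and those genes had no probe set named here alone. A loss of globin silencing, the known action of BCL11A that the paper cites for the fetal hemoglobin locus, was not tested.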

How the results depend on the processing

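No alternative was added after the results were seen. Every alternative for which probe sets or genes were counted left more over 2-fold in MPPs than in GMPs, the 5 run for the correlation (filter, floor, lowess, median centring and new quantile normalization) left it lower in MPPs than in GMPs, and those run on genes and lists gave no sign change in any named gene that was over 2-fold or any list median beyond percentile 1 or 99. With lowess centring, median centring or new quantile normalization the GMP count was 186 to 190, the MPP count 1006 to 1166 and the overlap 54 to 57, and counting all rows gave 230, 1391 and 61. With annotated probe sets only, 247 were higher in MPPs, against 402; the cause was not tested. A log_2_ signal of at least 6 and a floor at 5 both gave 104 in GMPs (55 higher and 49 lower) against 193, and 869 in MPPs (220 higher and 649 lower), by construction the same counts, and so the same overlap of 30; 42 of the probe sets in both had that signal on at least 1 of the 4 arrays. The filter also lowered the MPP correlation to 0.946; the cause was not tested. Per gene there were 128 in GMPs (56 lower), 583 in MPPs (181 higher and 402 lower) and 35 in both; this setting leaves out probe sets without a single gene name and averages those of a gene, and which of the 2 lowers the counts was not tested. By construction, a 1.5-fold threshold gave more, 1168 in GMPs (641 higher and 527 lower), 3823 in MPPs (1737 and 2086) and 381 in both, and a 3-fold threshold fewer, 47 (19 and 28), 316 (114 and 202) and 11. Of the list medians under an alternative, 34 moved by more than 1 SD of the random medians and 225 did not; of the named gene values, 33 moved by more than the spread of their comparison (a robust SD) and 997 did not. Under the floor 29 of 37 named genes over 2-fold in GMPs were still over 2-fold, with *Cd79a*, *Dntt*, *Ebf1* and *Il7r* among those that were not, and 52 of 55 in MPPs. The filter left the T and NK, globin and sex lists in GMPs and the globin and sex lists in MPPs with too few genes for a median. No paired analysis was possible within a comparison because each condition has 1 array; a fit of genotype with population as the block would leave 1 residual degree of freedom and take GMPs and MPPs as replicates of each other, and it was not run. Other background corrections were not run, since scanner files were not used here; the deposited values do not separate signal from background, which limits what differences at low signal can show.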

Differences from the paper's values

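For *Flt3* in MPPs the log_2_ difference was −1.60, and the paper's value is about −1.2 in Fig. 3C, read by eye. With the 2 MPP arrays quantile normalized anew it was −1.47, within the robust SD of the MPP differences (0.33) of the paper's value; under the filter, the floor, lowess centring, median centring and the brightest probe set it was not. For *Cnn3* the difference was −1.82, and the paper's value is about −1.4 in Fig. 3C, read by eye; none of the alternatives set before the data were examined came within that SD. For *Dntt*, *Il7r* and *Blnk* the differences were within it of the paper's values, apart from *Il7r* under the floor.

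The paper's text lists *Amica1* among 3 genes of the cDC signature that are lower by more than 2-fold in *Bcl11a* -/- MPPs. Its 1 probe set named here was 0.66 log_2_ units higher in *Bcl11a* -/- MPPs, and the highlighted *Amica1* row of Fig. 3D is also drawn with the higher color in *Bcl11a* -/- MPPs. Any other *Amica1* probe sets would be unnamed here and were not examined. *Flt3* and *Ass1*, the other genes of that statement, were lower by more than 2-fold here as well. *Bcl11a* itself, 2.39-fold lower in MPPs, *Kmo*, 2.16-fold lower, and *Ccr7*, 2.02-fold lower, carry labels in Fig. 3D but are not among the genes the paper gives as lower in MPPs; *Kmo* was not over 2-fold under the floor. The paper's counts of probe sets over 2-fold are 1020 in MPPs and 38 in both populations, beside 1125 and 53 here, within 1.5 times of each other. The count of 193 in GMPs was also above the paper's by less than 1.5 times.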

Other observations

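Only the comparisons of gene families below were chosen after the results were seen. Plasmacytoid DC genes, which the study follows in mature cells and not on the arrays, leaned lower in *Bcl11a* -/- MPPs. Of 17 measured genes 4 were lower by more than 2-fold, none was higher and 13 were within 2-fold, 6 had higher and 11 lower values, and the list median lay at percentile 0.05 of the random lists (percentile 1.14 when log_2_ signals under 5 were set to 5). The median was −0.36, and −0.18 with that floor and −0.63 over genes with a signal of at least 6. The random lists were not matched on genomic span, and whether short span adds to this fall in MPPs was not tested. *Bst2*, a surface marker of plasmacytoid DCs, was 3.46-fold lower in MPPs and 0.10 log_2_ units different in GMPs, and *Cox6a2* was 3.38-fold lower. *Spib*, a transcription factor of plasmacytoid DCs and B cells, was 2.81-fold lower in MPPs and 2.07-fold lower in GMPs. In GMPs the list lay at percentile 0.12, with a median of −0.21, −0.13 with the floor and −0.37 over the brighter genes.

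Most genes of red cells and platelets had higher values in both *Bcl11a* -/- populations, 15 of 16 erythroid genes in GMPs and 15 in MPPs, and 9 of 11 megakaryocyte genes in GMPs. *Gata2*, a transcription factor of stem cells and early erythroid and mast cell progenitors, was 2.29-fold higher in GMPs. Of 11 megakaryocyte genes 10 had higher values in *Bcl11a* -/- MPPs (percentile 99.5), with *Pf4* (platelet factor 4) 2.29-fold and *F2r* (a thrombin receptor) 2.05-fold higher (within 2-fold when centred on the median). In GMPs the median was 0.18 (percentile 98.2, and 99.2 when log_2_ signals under 5 were set to 5). There *Ppbp*, the only one over 2-fold, was 3.62-fold higher from low signal and within 2-fold (0.43) with that floor. The globin list held 3 measured genes; besides *Hba-x*, the embryonic beta-like *Hbb-y* differed by 1.14 in GMPs and 0.40 in MPPs, from log_2_ signals under 5.5, and with that floor its GMP difference, also the list median, was 0.45, within 2-fold; *Hbb-bh1* differed by −0.07 and −0.02, and the list median in MPPs lay at percentile 94.8. *S100a8*, a gene of mature neutrophils, was abundant on all 4 arrays, between 12.92 and 13.03, and the late neutrophil list lay at percentile 0.01 in GMPs. *Mmp8* was 2.90-fold higher in *Bcl11a* -/- MPPs. Of the mast cell, basophil and eosinophil genes, *Epx* was lower in *Bcl11a* -/- GMPs and differed by 0.92 in MPPs, and *Prg2* was 2.47-fold lower in MPPs. The list medians were −0.16 in GMPs (percentile 1.58) and 0.14 in MPPs (percentile 87.7). Under the alternatives the GMP median was −0.13 (percentile 0.11, with the floor) to −0.37 (percentile 0.02, with the filter) and −0.38 (below all random lists, with the brightest probe set). With the floor the MPP median was 0.11, at percentile 99.2.

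The 8 families of genes for protein turnover, protein synthesis and respiration compared here, chosen after their values were seen and not ranked against random lists, differed in how far their medians lay below 0 in *Bcl11a* -/- MPPs. Of 19 measured Psma and Psmb genes of the proteasome core, 10 were lower by more than 2-fold in MPPs and none in GMPs, with medians of −1.03 and −0.09. In MPPs 4 of 8 Uqcr genes of respiratory complex III were lower by more than 2-fold (median −1.05), 7 of 17 Atp5 genes of ATP synthase (−0.67), 4 of 20 Psmc and Psmd genes of the proteasome (−0.67), 11 of 77 mitochondrial ribosome genes (−0.39), 8 of 43 Nduf genes of complex I (−0.37) and 7 of 55 cytosolic ribosome genes (−0.34). The 25 cytochrome c oxidase genes had medians of −0.09 in MPPs and −0.09 in GMPs, with 2 lower by more than 2-fold in MPPs. Over the 22 of them with a log_2_ signal of at least 6 the medians were −0.21 in MPPs and −0.09 in GMPs. When centred on the median they were −0.14 and −0.10. With the MPP arrays quantile normalized anew the MPP medians were −0.87 for the proteasome core, −0.79 for Uqcr, −0.36 for Atp5, −0.49 for Psmc and Psmd, −0.30 for mitochondrial ribosome, −0.23 for Nduf, −0.19 for cytosolic ribosome (2 of 55 lower by more than 2-fold) and −0.06 for cytochrome c oxidase genes. All 8 families have short genomic spans, with medians of 3.14 to 13.3 kb against 19.2 kb over protein-coding genes. The p53 target genes split in *Bcl11a* -/- MPPs, 8 higher and 6 lower, with *Phlda3* at 0.99 and *Plk2* at −0.97, none over 2-fold. After lowess centring, median centring or new quantile normalization 1 gene was lower by more than 2-fold. The high MPP median of the list (percentile 99.1) therefore does not describe all of it (median 0.30, and 0.45 over genes with a log_2_ signal of at least 6). In GMPs the median was 0.02 (percentile 47.1).

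The remaining lists lay between percentiles 1 and 99 of the random lists, apart from lymphoid priming in GMPs. In MPPs the medians were −0.32 for mitosis (percentile 6.92), −0.16 for DNA replication (42.5), −0.03 for the BCL2 family (43.1), −0.30 for immediate early genes (11.3), −0.17 for monocytes and macrophages (5.41), 0.05 for T and NK cells (26.9), −0.09 for interferon-stimulated genes (14.7), 0.03 for stroma and endothelium (30.1) and 0.11 for sex-linked genes (61.7). In GMPs they were −0.03 for T and NK cells (14.5), −0.08 for interferon-stimulated genes (11.2), 0.11 for stroma and endothelium (83.7), −0.05 for sex-linked genes (31.2), −0.08 for cDCs (5.78), 0.07 for stem cells (73.2) and −0.27 for lymphoid priming (0.01), the last at −0.04 (percentile 11.0) when log_2_ signals under 5 were set to 5. With the MPP arrays quantile normalized anew, MPP medians of the opposite sign were found for DNA replication (0.01), the BCL2 family (0.11), T and NK cells (−0.04), stroma and endothelium (−0.07) and sex-linked genes (−0.0024), so these lists have no settled direction. The same step gave −0.19 for mitosis, −0.13 for immediate early and −0.03 for interferon-stimulated genes in MPPs. Over genes with a log_2_ signal of at least 6 the median was −0.55 for the 3 T and NK genes left in MPPs (percentile 3.96), −0.26 for monocytes and macrophages in MPPs (percentile 5.46; −0.21 and percentile 1.19 with new quantile normalization, −0.23 and percentile 1.53 after lowess centring) and 0.26 for the 6 stem cell genes left in GMPs (percentile 99.5). With the floor the GMP medians were 0 for cDCs, stem cells and T and NK cells and 0.01 for stroma and endothelium. *Xist* was between 10.86 and 11.80 on all 4 arrays and the Y-linked genes were below 4. *Ifi27l2a*, on the interferon list, was 3.78-fold lower in *Bcl11a* -/- GMPs and 2.35-fold lower in *Bcl11a* -/- MPPs.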
